A study of Mus musculus with 21 samples.

How the data were processed

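RNA was sequenced from mouse brain after water or trientine (TETA), a copper-chelating drug, at 2 ages. The libraries were stranded poly(A) mRNA libraries (TruSeq), per the labels' protocols. The protocol text speaks only of prefrontal cortex from male mice at 7 weeks, and the labels give the tissue of every library as brain, so region and sex at embryonic day 18.5 (E18.5) were taken as not stated. There were 21 libraries in 4 groups: 6 control and 6 TETA at E18.5, and 5 control and 4 TETA at 7 weeks. Groups and replicate numbers came from the sample labels.

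The authors deposited 2 tables of whole-number counts per gene symbol, 1 for each age, with 1 column per library, per the file headers. The tables hold the same 21872 symbols. No aligner, counting tool, genome build or annotation is named in the labels or the file headers, so no coordinates are given, and reads shared by near-identical genes or by overlapping genes are of unknown handling. Total counts ran from 14678265 to 24308555 per library at E18.5 and from 17838051 to 24035857 at 7 weeks. Every column matched 1 sample. No pair of replicate libraries agreed within counting noise: the lowest chi-square per gene over replicate pairs was 2.40.

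In the E18.5 table, all 1940 genes that were at 0 in control replicate 1-1 and above 0 elsewhere had counts that were multiples of 11 in every other library. No gene above 0 in that library had this property, and no gene at 7 weeks did. Of these genes, 328 were among those tested. The main results use the counts as deposited. A version with these genes divided by 11 was added after seeing the data, and its effect is given with the alternatives.

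Each age was fitted alone. Genes were kept by filterByExpr with a minimum count of 10, libraries were scaled by TMM, and TETA was compared with control by edgeR's quasi-likelihood test with Benjamini-Hochberg (BH) adjustment at a threshold of 0.05. The software was edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0 in R 4.3.3, with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 in Python 3.11.15. The standard error (SE) of a log2 fold change was its size divided by the square root of the F statistic. Levels are TMM-scaled CPM (counts scaled to a common library size), given as mean ± SD. Principal components used log2 CPM with a prior count of 2.

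A list score was the mean over a list's genes of log2(CPM + 1), each gene centred and scaled over the libraries of its age. Scores were compared by an exact two-sided permutation test over all 924 splits at E18.5 and all 126 at 7 weeks, whose smallest possible p-values are 0.0022 and 0.0079. Adjustment was over 8 lists chosen for the study's subject. A further 6 lists of technical interest, such as striatum, choroid plexus and blood, were adjusted as a family of their own. Both sets, the tests, the alternative settings other than those said to be added and the naming rule were fixed before the data were examined. A further 7 lists were added after seeing the data, from genes that had not been seen at the top of the results, and were also adjusted on their own.

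The genes named were, at each age, the 5 higher and the 5 lower genes with the smallest p among those past the adjusted threshold whose values did not overlap between groups, or the 3 smallest p-values if none passed. Every copper handling gene past the threshold within its list was to be named, as were 7 fixed genes (Slc31a1, Atp7a, Atox1, Ccs, Sod1, Mt1 and Mt2). Any other gene named is said to have been chosen after its values were seen.

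The test was run on simulated counts with 200 changed genes. At a log2 change of 0.5 it recovered 81.5% of them at E18.5 and 83.0% at 7 weeks, with 13 and 10 other genes called; at a log2 change of 1 it recovered 92.0% and 94.0%. With no gene changed it called 0 genes at either age. For simulated lists of 40 genes with independent noise (SD 0.15), a shift of 0.15 on the log2 scale was detected at an unadjusted p under 0.05 in 100% of 200 draws at each age, and no shift in 5.50% and 5.00%. This does not describe the real lists, whose genes vary together. In a test added after seeing the data, the shift was put into the 8 study lists (13 to 41 genes) with group means removed and labels shuffled. It was then detected in 85.0% to 100% of 200 draws at E18.5 and in 13% to 100% at 7 weeks.

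The alternatives were no filter, a mean of at least 50 counts, DESeq2, no abundance trend, library quality weights in limma voom, leaving out each library, and a replicate block. The pairing for that block comes from the replicate numbers that control and TETA libraries share in the labels. At E18.5 the labels give 2-part numbers; the libraries that share the first part were also summed, and that part was tried as a random effect. For list scores they were a pseudocount of 0.1, unscaled genes, median centring, quantile normalization, leaving out each library and the replicate block.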

Results

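The data compare mouse brain RNA after water and after trientine (TETA), which the labels call a copper-deficient condition, at embryonic day 18.5 (E18.5) and at 7 weeks. The series concerns copper in brain development and in autism spectrum disorder. At E18.5 there were 6 control and 6 TETA libraries with 14678265 to 24308555 counts each. At 7 weeks there were 5 control and 4 TETA libraries with 17838051 to 24035857 counts each. Mean totals at E18.5 were 19770263 ± 3829288 in control and 19275599 ± 3209556 in TETA (SD, n = 6 and 6). At 7 weeks they were 21775167 ± 2409489 and 21190352 ± 2483717 (SD, n = 5 and 4). The 20 most abundant genes took 5.14% to 5.58% of the counts at E18.5 and 4.85% to 5.25% at 7 weeks.

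At E18.5 the first principal component held 21.4% of the variance and set control replicate 1-1 at -54.1, with the other 11 libraries between -1.66 and 12.3. The libraries of the groups were otherwise mixed. After the genes at 0 in control replicate 1-1 were divided by 11, that library lay at -8.67 on the first component and at -22.9 on the second, where the next library was at -4.30. At 7 weeks the first component held 30.6% of the variance. The 5 control libraries lay between -13.7 and -7.38 on it and the 4 TETA libraries at 10.6 or above.

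**Figure D1:**
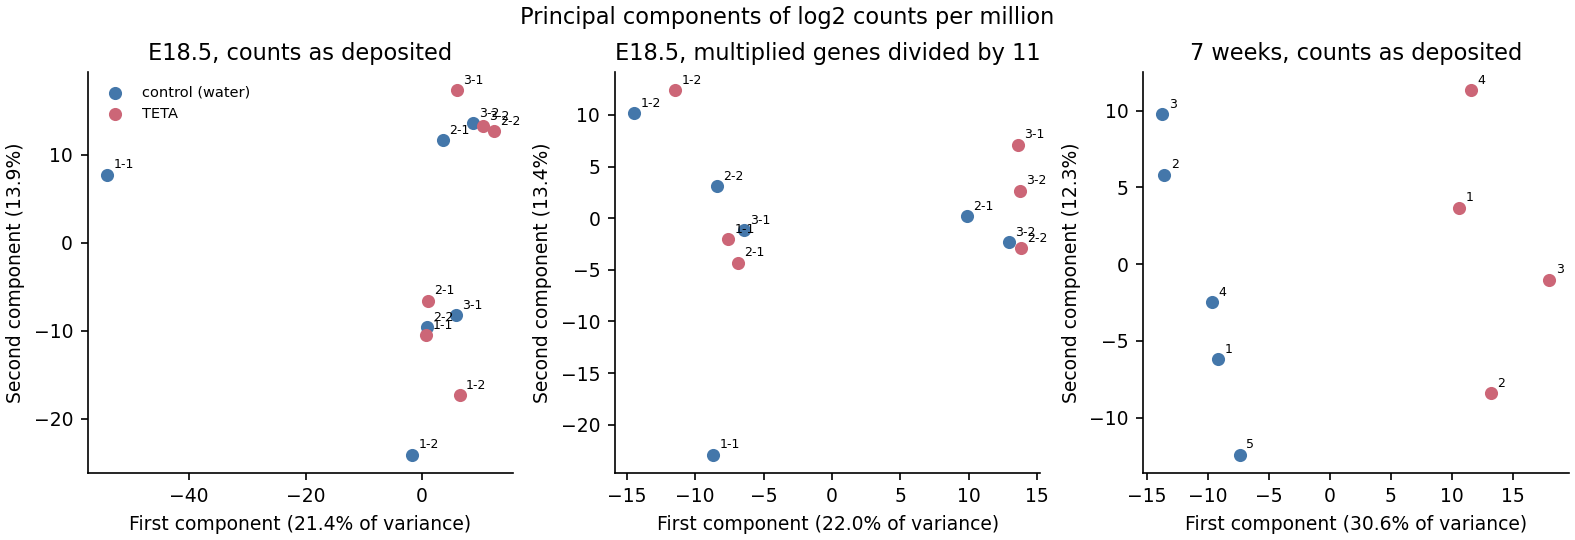
Each point is a library, placed by its first and second principal components of log2 CPM (arbitrary units, share of variance on each axis), for E18.5 as deposited, E18.5 with the multiplied genes divided by 11, and 7 weeks. Control replicate 1-1 sits at -54.1 in the left panel and at -8.67 in the middle panel, and in the right panel all control libraries lie below 0 and all TETA libraries above 0 on the first component.

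The comparison at E18.5 asks which genes differ in the brain of embryos exposed to the chelator. Of 14122 genes tested, 0 passed an adjusted p of 0.05 in edgeR's quasi-likelihood test with BH adjustment, and 653 (4.62%) had an unadjusted p under 0.05. The biological coefficient of variation was 6.04%. The values of control and TETA did not overlap for 43 genes (0.304%), where chance gives 0.216%. DESeq2, the alternative that moved this count most, called 10 genes.

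The 3 genes with the smallest p at E18.5 did not pass, each with an adjusted p of 0.275 in edgeR's quasi-likelihood test. Kdm3a was at 76.0 ± 2.99 CPM in control and 87.1 ± 3.04 CPM in TETA (SD, n = 6 and 6), a log2 fold change of 0.20 (SE 0.035). Nid2 was at 13.8 ± 0.736 CPM in control and 16.5 ± 0.545 CPM in TETA, a log2 fold change of 0.25 (SE 0.047). Dhcr7 was at 66.5 ± 2.17 CPM in control and 76.2 ± 3.67 CPM in TETA, a log2 fold change of 0.20 (SE 0.037). The groups did not overlap for Kdm3a and Nid2 and did overlap for Dhcr7.

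The comparison at 7 weeks asks the same of postnatal brain. Of 14240 genes tested, 1418 passed an adjusted p of 0.05 in edgeR's quasi-likelihood test with BH adjustment. Of these, 808 (57.0%) were higher in TETA and 610 were lower. Without TMM factors, an alternative chosen after seeing the data, 1003 of 1483 genes (67.6%) were higher and 480 were lower. Most changes were small: 1217 had an absolute log2 fold change under 0.5 and 56 had one above 1. The biological coefficient of variation was 4.55%. The groups did not overlap for 1076 of the 1418 genes, and for 1591 of all genes tested (11.2%), where chance gives 1.59%. An unadjusted p under 0.05 was found for 3413 genes. Adding the score of a striatum gene list as a covariate, an alternative chosen after seeing the data, moved the count most, to 1 gene. Shuffled versions of that score left a median of 0 genes, so this loss cannot be told apart from the score's overlap with the group.

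Among the genes higher in TETA at 7 weeks, Egr3 had an adjusted p of 3.17e-07 in edgeR's quasi-likelihood test. It was at 160 ± 11.9 CPM in control and 227 ± 6.52 CPM in TETA (SD, n = 5 and 4), a log2 fold change of 0.50 (SE 0.044). Snhg11 rose from 886 ± 83.1 CPM to 1365 ± 130 CPM, a log2 fold change of 0.62 (SE 0.058). The log2 fold changes of Ttc14, Sfpq and Nptx1 were 0.40, 0.34 and 0.28.

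Among the genes lower in TETA at 7 weeks, Adora2a had an adjusted p of 3.82e-09 in edgeR's quasi-likelihood test. It was at 30.8 ± 4.51 CPM in control and 6.13 ± 1.96 CPM in TETA (SD, n = 5 and 4), a log2 fold change of -2.34 (SE 0.15). Rgs9 was at 48.2 ± 4.05 CPM in control and 18.4 ± 3.12 CPM in TETA, a log2 fold change of -1.40 (SE 0.085). Rxrg, Gng7 and Adcy5 had log2 fold changes of -1.53, -1.01 and -0.67. Adora2a and Rgs9 belong to the striatum list. That list holds 13 genes, so absence from it does not mark a gene as non-striatal. With the striatum score as a covariate none of these 10 genes passed the adjusted threshold. That score parts the groups and contains Adora2a and Rgs9, and shuffled versions of it left a median of 0 genes. The loss therefore does not show that striatal content explains these genes.

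**Figure D2:**
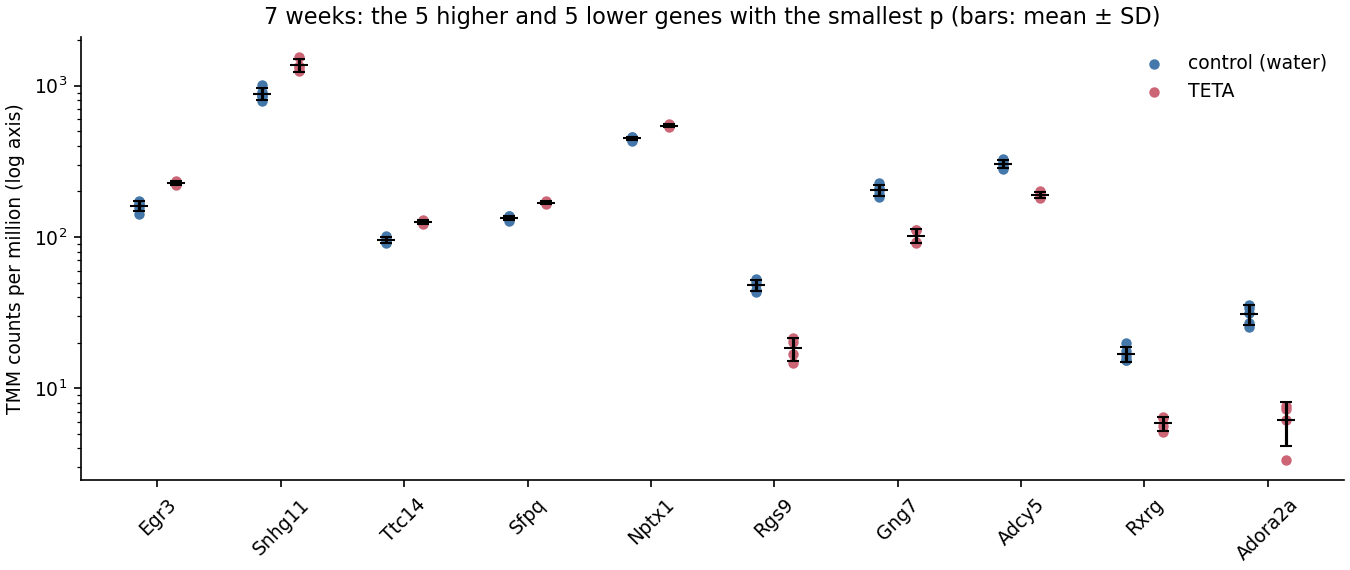
Points are libraries at 7 weeks (5 control, 4 TETA), the vertical axis is TMM-scaled CPM on a log axis, and bars are the mean ± SD of each group. The groups do not overlap for any of the 10 genes shown, from Egr3 (160 to 227 CPM) to Adora2a (30.8 to 6.13 CPM).

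Copper handling genes were tested as a list fixed before the data were examined, because the drug binds copper. At E18.5, 41 of them were tested; 0 passed after adjustment over the list, 0 passed after adjustment over all genes, and 2 had an unadjusted p under 0.05 in edgeR's quasi-likelihood test. These were Sod3 and Pam, named after their values were seen, with log2 fold changes of 0.47 (SE 0.18) and -0.08 (SE 0.033). The smallest list-adjusted p in that test was 0.556. At 7 weeks, 40 were tested; 0 passed after adjustment over the list, with a smallest list-adjusted p of 0.0652, and 11 had an unadjusted p under 0.05. Over all genes 1 passed: Slc31a2, named after its values were seen, had a log2 fold change of 0.33 (SE 0.089) and an adjusted p of 0.0233 in edgeR's quasi-likelihood test.

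None of the 7 copper genes fixed in advance passed at either age. At E18.5 the log2 fold changes were 0.05 (SE 0.054) for Slc31a1, 0.09 (SE 0.063) for Atp7a and -0.03 (SE 0.076) for Mt1. For Atox1, Ccs, Sod1 and Mt2 at E18.5 the size of the change was below its SE. At 7 weeks Atp7a had a log2 fold change of 0.17 (SE 0.094) and Mt1 one of -0.16 (SE 0.069), with adjusted p-values of 0.278 and 0.166 in edgeR's quasi-likelihood test. Mt1 was at 115 ± 15.2 CPM in control and 103 ± 6.38 CPM in TETA (SD, n = 5 and 4). Slc31a1, Atox1, Ccs, Sod1 and Mt2 were at log2 fold changes of -0.04, -0.05, -0.06, -0.06 and -0.06 at 7 weeks, with adjusted p-values from 0.369 to 0.802 in edgeR's quasi-likelihood test.

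**Figure D3:**
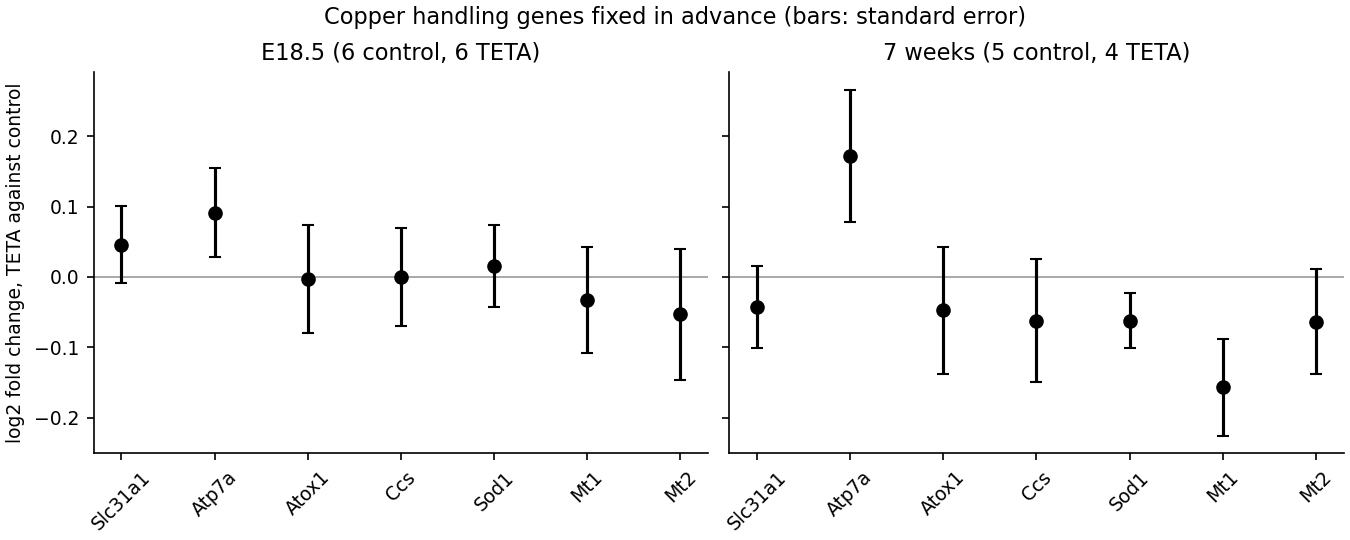
Points are log2 fold changes of TETA against control for the 7 copper genes fixed in advance, and bars are standard errors, at E18.5 (6 control, 6 TETA) and at 7 weeks (5 control, 4 TETA). The values run from -0.05 for Mt2 to 0.09 for Atp7a at E18.5 and from -0.16 for Mt1 to 0.17 for Atp7a at 7 weeks, and none passed the adjusted threshold.

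The list scores ask whether whole sets of genes shifted. Of the 8 study lists, 0 differed between control and TETA after adjustment at either age. At 7 weeks 1 list alone could not pass, since its smallest possible adjusted p was 0.0635 in the exact permutation test; at E18.5 it was 0.0173. The copper handling score differed by 0.12 at E18.5 (exact permutation p = 0.387, adjusted p 0.903) and by -0.09 at 7 weeks (exact permutation p = 0.421, adjusted p 0.603). Under the alternatives its exact permutation p at 7 weeks ran from 0.0476 with unscaled genes (adjusted p 0.190) to 0.821 without TETA replicate 2. In the main setting the smallest p of the study lists was that of the immediate early genes at E18.5, which scored 0.61 higher in TETA (exact permutation p = 0.0281, adjusted p 0.225). At 7 weeks the same list scored 0.64 higher (exact permutation p = 0.278, adjusted p 0.603); a shift of 0.15 on the log2 scale put into that list was detected in 13% of draws, so the test there had little power. The lists for complex IV, iron handling, mTOR signalling, autism-associated genes, myelin and the cell cycle had unadjusted exact permutation p-values from 0.223 to 0.996 at E18.5 and from 0.159 to 0.833 at 7 weeks. Power was also limited for the myelin list at 7 weeks, where the shift of 0.15 was detected in 45% of draws.

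Among the 6 technical lists the striatum score differed at 7 weeks by -1.80, with a mean log2 difference of -1.47 over its 13 genes. All 5 control libraries (0.54 to 0.99) lay above all 4 TETA libraries (-1.55 to -0.68). The exact permutation p of 0.0079 is the smallest this design allows, and the adjusted p over these 6 lists was 0.0476. At E18.5 the striatum score differed by -0.53 (exact permutation p = 0.0758, adjusted p 0.455). The mean log2 difference of the striatum list differed between ages by -1.42 (permutation within each age, p = 0.0076, adjusted p 0.107 over 14 lists). A list that changed at 7 weeks alone can hardly give a p much below 0.0079 in this test, so it could not pass on its own over 14 lists, and the absence of passing lists shows little.

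**Figure D4:**
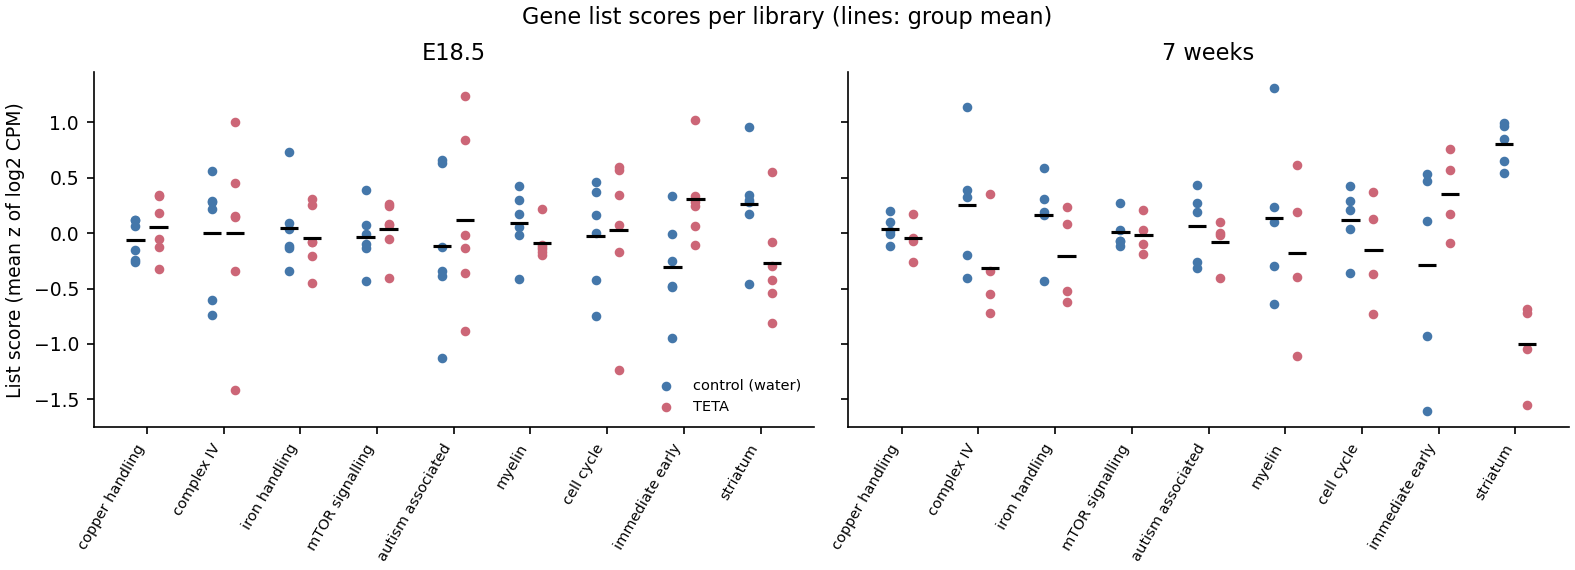
Points are libraries and lines are group means, and the vertical axis is the list score in SD units, for the 8 study lists and the striatum list at E18.5 and 7 weeks. The groups overlap for every study list, and for striatum at 7 weeks the control libraries (0.54 to 0.99) lie above the TETA libraries (-1.55 to -0.68).

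The ages were compared over 13499 genes tested at both. The Spearman correlation of their log2 fold changes across genes was -0.033, and 71 of 100 permutations of the labels within each age gave one as large (permutation p = 0.713). Genes are not independent replicates. With 0 genes past the adjusted threshold at E18.5, no overlap between ages was possible at that threshold. With an unadjusted p under 0.05 at both ages there were 188 genes, where chance gives 148, and 83 of them changed in the same direction.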

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

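All tests in this part were chosen after the results were seen. Of 106 groups of 4 to 6 libraries examined for a library far from the others, 5 had a gap above the 95% critical value of Dixon's ratio (the gap to the nearest library over the range), where about 1 in 20, or 5.30, is what chance gives.

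Control replicate 1-1 at E18.5 was far from its group on the first principal component, with a ratio of 0.835. For library size the ratio for total counts in that group was 0.056, which belongs to replicate 1-2 and cannot settle the matter, since replicates 1-1 and 1-2 both had low totals (15131081 and 14678265). With replicate 1-2 left out, the total of replicate 1-1 was apart (ratio 0.762). Replicate 1-2, with the lower total, lay at -1.66 on the component. The authors' table is the other technical candidate, since the 1940 genes at 0 in this library were multiples of 11 in every other library. After these genes were divided by 11 the ratio in the group was 0.212, which belongs to replicate 1-2. The first component then sorted libraries by Y-linked level, so this ratio cannot show that control replicate 1-1 had rejoined its group. It lay at -22.9 on the second component, with the next library at -4.30 (ratio in the group 0.622, critical value 0.625). Without the listed Y-linked genes it lay at -19.1 on the first, with the next at -5.92. Its mean distance to the other libraries over all tested genes fell from 68.8 to 36.0 with the division and without those genes, still the largest in its group, with replicate 1-2 at 35.3 (ratio 0.109). Its deviations correlated with transcript length at a Spearman rho of -0.347, the lowest in its group (ratio 0.279). The multiplied counts may account for much of the distance, but the rest cannot be told apart from library size or transcript length bias. No biological explanation was tested, because this library shares its group with 5 others.

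The myelin score of TETA replicate 2-2 at E18.5 was 0.22, with the other 5 libraries between -0.20 and -0.10 (ratio 0.779). In the same group Sod1 was low in replicate 1-2, at 7.12 on the log2 CPM scale against 7.33 to 7.42 (ratio 0.719). Control replicate 1-2 was also the lowest of its group for Sod1, at 7.10 against 7.26 to 7.48 (ratio 0.414), and replicate 1-2 was the lowest of both groups for Atox1 and Ccs. With the counts divided and without Y-linked genes the 2 libraries numbered 1-2 lay at 14.4 or above on the first component, with the others at 4.14 or below. Their detained-intron scores were 1.29 and 1.22, with the others at 0.47 or below; the ratio in the TETA group was 0.620, just under the critical value. In TETA replicate 1-2 the correlation with GC content was the lowest of its group, at -0.192 (ratio 0.574). The correlation of that library with transcript length was the highest of its group, at 0.405 (ratio 0.208). The low Sod1 level therefore cannot be told apart from a different share of nuclear RNA, or from a GC or transcript length bias in that library. Neither TETA library was apart in total counts, where the group's ratio was 0.342. Among choroid plexus, striatum and blood scores the largest ratio was 0.460, below the critical value. No biological explanation was tested for either.

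At 7 weeks Ccs was high in control replicate 4, at 4.22 on the log2 CPM scale against 4.03 to 4.05 (ratio 0.904). The ratio for total counts in that group was 0.187, for replicate 3. With replicate 3 left out, the total of replicate 4 gave a ratio of 0.765, below the critical value of 0.829. The largest ratio for the choroid plexus, striatum and blood scores was 0.673, for choroid plexus in control replicate 4, below the critical value. Mt1 was low in TETA replicate 4, at 6.56 against 6.73 to 6.75 (ratio 0.914). There the ratio for total counts was 0.558 and the largest ratio for those scores was 0.581. No biological explanation was tested. With 5 such cases where chance gives 5.30, little weight can be put on any 1 of the last 4 alone.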

How the results depend on the processing

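The E18.5 count of 0 genes past an adjusted p of 0.05 (653 at an unadjusted p under 0.05) was also 0 without a filter, with at least 50 mean counts, without an abundance trend and with the first number as a random effect. DESeq2 called 10 genes, library quality weights 2, and summing libraries with the same first number 1. Leaving out each library in turn gave from 0 to 1 gene. The following were chosen after seeing the data. The Y-linked level as a covariate gave 0 genes, as did division of the multiplied genes by 11 and library totals without TMM factors (669 at an unadjusted p under 0.05). The division lowered the smallest adjusted p in edgeR's quasi-likelihood test from 0.275 to 0.133. In the same test the smallest list-adjusted p of the copper handling genes fell from 0.556 to 0.265. With that division, DESeq2 called 10 genes, quality weights 8, and summed libraries 2. All 8 were among the 10 called by DESeq2. The 10 DESeq2 genes were Ccnb1ip1, Ddit4, Dhcr7, Kdm3a, Kdr, P4ha1, Rnf213, Selenop, Slc2a1 and Vwf, named after their values were seen. The genes called on leaving out control replicate 1-1 (AY358078) or 3-1 (Ucma) were both at 0 in control replicate 1-1, and with the counts divided these 2 fits called 0. On undivided counts quality weights called P4ha1 and Tas2r108 and summed libraries Gm2004, which was also called on divided counts; Tas2r108 and Gm2004 were at 0 in control replicate 1-1. The cause of the difference between DESeq2 and edgeR was not tested.

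The 7-week count of 1418 stayed within 1.5 times under the alternatives chosen in advance other than leaving out a library, which gave from 927 to 1392 genes. Without TMM factors, added after seeing the data, 1483 genes passed, 1288 of them among the 1418, and 67.6% were higher in TETA against 57.0%. With the striatum score as a covariate, also added after seeing the data, 1 gene (Mgp) passed and 701 had an unadjusted p under 0.05. Of the genes that passed without it, 528 of 610 lower and 643 of 808 higher genes kept their direction. Among 60 shuffled versions of that score, 37 left as few genes past the threshold as the real one.

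The replicate block gave 0 genes at E18.5 with full numbers (697 at an unadjusted p under 0.05) and 0 with first numbers (672), and 1069 genes at 7 weeks, of which 990 were among the 1418. Deviations of libraries with the same number had a mean correlation of 0.013 at E18.5, with a range from -0.133 to 0.155. At 7 weeks the mean was -0.050, with a range from -0.0692 to -0.0295. At 7 weeks the numbers therefore did not pair the libraries on average. The E18.5 correlations used the counts as deposited, with the multiplied and Y-linked genes, and were not repeated without them. They therefore cannot settle pairing at E18.5, and a likeness within single numbers is not excluded there. Control and TETA replicate 1-2 had the highest detained-intron scores of their groups (1.29 and 1.22) and the lowest Sod1, Atox1 and Ccs levels. Under the block 0 study lists passed at either age. The smallest p that block allows a list is 0.0313 at E18.5 and 0.125 at 7 weeks.

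Copper handling genes past the list-adjusted threshold at 7 weeks were 0, 1 with quality weights (Slc31a2), 1 without TMM factors (Slc31a2), and from 0 to 2 on leaving out each library. Over all genes the count of 1 ran from 0 to 2 on leaving out each library, with Heph, Loxl1, Mt3 or Lox entering, and was 0 with the striatum covariate and 2 without TMM factors (Slc31a2 and Steap2). These genes were named after their values were seen. The count at E18.5 and the count of study lists past the threshold at both ages were 0 under every alternative run, though at 7 weeks 1 list alone could not have passed in the main setting. Nor could 1 list alone have passed at E18.5 with the replicate block, whose smallest p is 0.0313 before adjustment over 8 lists. The same holds at E18.5 for scores averaged over libraries that share a first number. These alternatives therefore show nothing on stability. The overlap between ages at the adjusted threshold was fixed at 0 by the E18.5 count, so its alternatives show nothing; it was 188 at an unadjusted p under 0.05. The correlation between ages ran from -0.036 to -0.030.

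Among the named genes, directions reversed only for copper genes with changes near 0, where the cause was not tested. For Atox1 at E18.5 the log2 fold change was 0.0047 with quality weights, 0.0019 with summed libraries, 0.0041 and 0.0056 for those with the counts divided, 0.017 with the counts divided and control replicate 1-1 left out, and from -0.062 to 0.050 on leaving out each library. For Ccs at E18.5 it was 0.0018 without a filter, 0.0016 with DESeq2, 0.0048 and 0.0055 with the replicate block, 0.0050 with summed libraries, 0.00027 with the counts divided, 0.0016 and 0.0088 for DESeq2 and summed libraries with the counts divided, 0.0024 with the counts divided and control replicate 3-1 left out, and from -0.032 to 0.045 on leaving out each library. For Sod1 it was -0.0013 at E18.5 with the Y-linked covariate, from -0.020 to 0.056 on leaving out each library, and 0.036 at 7 weeks with the striatum covariate. For Mt1 at E18.5 it was 0.0070 with quality weights, 0.0060 for these with the counts divided, 0.0094 with the counts divided and control replicate 1-1 left out, and from -0.082 to 0.0083 on leaving out each library. At 7 weeks Mt2 was 0.0083 with the replicate block and from -0.12 to 0.0043 on leaving out each library, and Atox1 ran from -0.12 to 0.018 on leaving out each library. Among the other alternatives for named genes, 10 no longer passed the threshold, all with the striatum covariate (Egr3 among them, with a larger log2 fold change, 0.73 against 0.50), and 6 newly passed, for Kdm3a and Dhcr7 at E18.5.

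Not run were the pseudocount, quantile and median-centring alternatives for the per-gene test, which apply to normalized values while the tables hold counts, and the Xist covariate, as Xist was not among the symbols; the Y-linked level took its place. At these depths the test on simulated counts recovered 81.5% of genes changed by 0.5 on the log2 scale at E18.5, and smaller changes were not simulated.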

Other observations

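The tests of library splits, of carry-over and of the first replicate number were chosen before the data were examined, and those of the first component without Y-linked genes and of TMM factors after the main results but before their own were seen. The others were chosen after the results were seen.

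At 7 weeks the 1418 genes past the threshold were set against other splits of the 9 libraries that part every same-numbered pair. Of 16 such splits only the real one (1) gave as many, and 1 in 16 is the smallest share these splits can give. The split with all 4 pairs swapped, which differs from the real one only in where control replicate 5 falls, gave 533 genes, and the other 14 gave from 0 to 1. At E18.5 all 32 splits gave at least the 0 genes found, which no split could fail to do; 12 of the 32 gave as many genes as the 653 with an unadjusted p under 0.05. Splits of other kinds part fewer same-numbered pairs and were not used.

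The striatum list, fixed in advance, separated the groups at 7 weeks (exact permutation p = 0.0079, the smallest possible). The protocol names prefrontal cortex, so a candidate explanation is a different share of striatal tissue in the dissected pieces. A change of expression within the same cells would give the same score. With that score as a covariate 1 gene passed, but 37 of 60 shuffled versions of the covariate left as few. The shuffled median was 0, so this count had little room to differ. At an unadjusted p under 0.05 the real covariate left 701 genes, and 11 of 60 shuffled versions left as few (median 920). The loss therefore cannot be told apart from the covariate's overlap with the group. A list of 8 cortical neuron genes did not differ (exact permutation p = 0.556), which a small striatal share would also give.

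Other lists from genes not seen at the top of the results also separated the groups at 7 weeks. A meninges list differed by -0.99 in TETA against control and a list of transcripts with detained introns by 1.33, each with an exact permutation p of 0.0079 and an adjusted p of 0.0278. In both, every TETA library lay on one side of every control library. The themes of these lists were chosen after the results were seen, and the adjustment does not account for that choice. These lists may point to carry-over of meninges and to a different nuclear or intron-containing share of RNA. Clock genes gave less: the night list, of only 3 genes, scored 1.13 higher (exact permutation p = 0.0238, adjusted p 0.0556). The day list, of 9 genes, did not differ (exact permutation p = 0.698), and its difference of 0.18 had the same direction. A shift of 0.10 on the log2 scale, the size of the night list's difference, put into the day list was detected in 40% of 200 draws, so collection time cannot be excluded.

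Among technical explanations at 7 weeks, total counts did not differ between groups (exact permutation p = 0.738). The share of the 20 most abundant genes gave an exact permutation p of 0.0556, close to the threshold. TMM factors were from 0.993 to 0.997 in control and from 1.00 to 1.01 in TETA, without overlap. Without them 1483 genes passed, within 1.5 times the main count, but 67.6% were higher in TETA against 57.0%, so the balance of directions depends on the scaling. Log2 fold changes had a Spearman rho across genes of at most 0.045 with GC content or transcript length. The 1418 genes cannot be called a response to the chelator on these data, since tissue share, meninges, intron-containing RNA and collection time all remain.

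At E18.5 none of choroid plexus, striatum and blood differed (smallest exact permutation p = 0.0758). The Y-linked score did not differ either (exact permutation p = 0.498), and the consensus correlation of libraries sharing a first number was 0.021. Y-linked genes summed to at most 0.062 CPM in 5 libraries (2 control, 3 TETA) and to 174 to 228 CPM in the other 7. With the multiplied genes divided by 11 those 5 libraries lay between 9.88 and 13.8 on the first component and the others between -14.5 and -6.43. Without the 4 listed Y-linked genes the gap was -20.9, so the sets overlapped, and the component may reflect these genes alone. The Y-linked levels may reflect embryo sex, which the labels do not state, and the test of their balance between the groups is the p of 0.498 above.

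Several genes near the smallest p-values at E18.5 belong to hypoxia and vessel programmes, such as Slc2a1, Ddit4, P4ha1, Kdr and Vwf, chosen after their values were seen. A hypothesis of a coordinated hypoxia response was tested on 20 other hypoxia genes: their score was 0.85 higher in TETA (exact permutation p = 0.0108). With adjustment over 7 lists the p of that test was 0.0758, which fails the threshold. TETA replicate 1-2 scored -0.59, within the control range of -0.80 to -0.08, and the other TETA libraries scored from 0.42 to 0.75. A coordinated response is therefore neither shown nor excluded. Endothelial genes did not differ (exact permutation p = 0.169). The log2 fold changes also had a Spearman rho of 0.123 with GC content and 0.103 with transcript length across genes, so a bias of sequence composition or length may contribute and was not excluded.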
